A study of Danio rerio with 9 samples.

How the data were processed

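RNA was measured in pools of whole zebrafish embryos at 12 hours post fertilization (hpf). Embryos had received, at the 1-cell stage, mRNA for GFP (the control), for a dominant negative form of the transcription factor subunit NF-YA (NF-YA DN), or for PBCAB, which the labels describe as a dominant negative Pbx. Each of the 3 groups had 3 replicate pools, which gave 9 libraries. Per the labels' protocols, polyadenylated RNA was selected with oligo dT beads, fragmented, reverse-transcribed with random primers and sequenced on a BGISEQ-500. The labels do not say whether the libraries kept strand information.

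The authors deposited a pair of tables of expected counts per gene, each holding the 3 GFP libraries beside the 3 libraries of 1 dominant negative, and a table of TPM, a share of transcripts corrected for transcript length, for all 9 libraries. RSEM made the TPM values, per the table's name, and the deposited expected counts divided by TPM gave a nearly constant ratio for 99.2% of the 6077 genes with at least 200 counts in every library. Constant here means a range under 0.02 on the log2 scale over the 9 libraries, after the median of each library was removed. The version of RSEM, the aligner, the genome build and the annotation are not stated, and no coordinates are therefore given. Genes carry symbols and RefSeq transcript accessions in the authors' files, and these symbols are used throughout. Of all expected counts, 84.4% were whole numbers; the rest belong to genes whose reads RSEM divided between transcripts of more than 1 gene. The count tables held 13086 and 13003 genes, and the lowest sum over the 6 columns of either was 11, whereas the TPM table held 14850 genes. Each count table also holds the authors' own log2 fold change, its linear ratio (fold change) and an adjusted p-value per gene; how the authors computed these columns of the deposited tables is not stated, and the p-value was empty for some genes. The authors' log2 values and p-values were used only for the comparison of calls in the report, and the fold column was not used.

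The GFP columns of the count tables were identical, so the tables were joined on the 12900 genes that both list. A further 186 genes were in the NF-YA DN table alone, 103 in the PBCAB table alone and 1661 in the TPM table alone; the first 2 sets are treated separately at the end and the last was not tested. Every per-sample column was mapped to a sample by its name, and 0 columns were left over. Expected counts were rounded to whole numbers. The rounded counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM scaling and with genes kept by filterByExpr on the groups, which left 11835 genes and removed 1065. All 9 libraries entered 1 fit with the 3 groups as levels, so that each gene had a single estimate of the spread. The 3 contrasts were NF-YA DN against GFP, PBCAB against GFP and PBCAB against NF-YA DN. P-values were adjusted by the Benjamini-Hochberg method over the genes of each contrast, and a gene was called at an adjusted p under 0.05, with no minimum fold change. The fit gave a common biological coefficient of variation of 0.191 and 3.13 prior degrees of freedom. Standard errors of log2 fold changes are the size of the change divided by the square root of F.

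The totals over the shared genes were 14083945 to 16033262 expected counts per library. At this depth a gene with 0 counts in a group is compatible with up to 3 counts over that group. Where a group had few counts, the ratio of summed counts is given with a 95% Clopper-Pearson interval, scaled by the libraries' sizes. Reads carried no molecular identifiers that the labels mention, so such intervals cover counting error only.

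Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, with fry and camera with an estimated correlation as alternatives. Before the data were examined, 5 lists were fixed: hox genes, motile cilia and ciliogenesis genes, hindbrain and midbrain-hindbrain boundary genes, muscle differentiation genes as a control for the stage reached, and 1 list that is not reported here. P-values of these lists were adjusted over the 10 tests of all 5 lists in 2 comparisons against GFP. Lists of mitotic cell-cycle genes and of endoplasmic reticulum chaperone genes were added before any result was seen. Lists of gastrula-stage genes, hypoxia genes and heat-shock genes were added after the first results. Within a list, calls are given over all genes tested and adjusted over the list alone.

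Genes named in the text were chosen by a rule fixed before the data were examined. They are nfya and pbx4, and in each comparison against GFP the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean of at least 5 TPM in 1 of the groups and no overlap between replicates. They also include the 3 genes with the largest smaller change among those lower, and among those higher, under both dominant negatives, and the 3 members with the smallest adjusted p of each list reported. Genes named outside this rule are said to be so.

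Both comparisons against GFP use the same control libraries, so unchanged groups were simulated against shared controls from negative binomial counts with the means, library sizes and dispersions of the data. The fit was tested on simulated data in which 200 genes were changed in 1 group. For NF-YA DN against GFP, over 11565 simulated genes, it recovered 57.0% of 2-fold changes with 12 false calls; over 11583 genes it recovered 0.500% of 1.5-fold changes. For PBCAB against GFP the shares were 58.5% of 2-fold changes, over 11580 genes with 3 false calls, and 0% of 1.5-fold changes over 11600 genes.

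The main alternatives planned before the data were examined were no filter on low counts, a filter at a mean of 5 TPM, size factors of DESeq2 1.42.0 in place of TMM, quantile normalization with limma, the Wald test of DESeq2, fits of the 6 libraries compared, the replicate number as a block, leaving out each library in turn, limma on log2(TPM + 0.1) and log2(TPM + 5), and stricter thresholds. Limma on log2(TPM + 1), a covariate for the largest component of variation within groups, an offset for effective transcript length and DESeq2 on each deposited table alone were added after the data were seen. The score used as that covariate was taken from the same libraries, so it lowers the spread within groups by construction. Effective transcript length was taken as the ratio of expected count to TPM, which 100% of the tested genes had. GC content was not analysed here.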

Results

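The data described the polyadenylated RNA of whole zebrafish embryos at 12 hpf, a stage at which the body axis segments and the hindbrain is being patterned. Each library came from a pool of embryos injected at the 1-cell stage with mRNA for GFP, for NF-YA DN or for PBCAB, with 3 libraries per group. NF-YA is a subunit of the CCAAT-binding factor NF-Y, and Pbx proteins are TALE homeodomain factors that act with Hox proteins. The series title names its subject as genes that depend on TALE factors and on NF-Y, so the comparisons of each dominant negative with GFP ask which genes change when that factor is blocked, and the overlap asks which genes change under both.

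Library totals over the genes listed in both count tables were close to one another. The GFP libraries held 16033262, 15764767 and 15978923 expected counts, the NF-YA DN libraries 15616578, 15882228 and 15845649, and the PBCAB libraries 14083945, 15667329 and 15604176. The gene with the most counts, eef1a1l1, took 2.02% to 2.95% of a library. Replicates differed by more than counting noise, which alone gives a chi-square per gene of about 1. Between libraries of 1 group it ranged from 4.89, for NF-YA DN replicates 1 and 2, to 83.3, for PBCAB replicates 1 and 2. This cannot tell separate pools apart from separate preparations of 1 pool. The spread between replicates was thus far above counting error, and it was uneven, since replicate 3 of GFP, replicate 3 of NF-YA DN and replicate 2 of PBCAB each lay apart from the other pair of their group.

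The genes nfya and pbx4, taken as those encoding the injected proteins, were examined first, as a check of the labels. The form and species of the injected sequences are not known here. In the GFP libraries nfya stood at 202, 212 and 202 TPM, and in the NF-YA DN libraries at 4760, 4012 and 5728 TPM. The group means were 205 ± 5.48 TPM (SD, n = 3) for GFP and 4833 ± 860 TPM (SD, n = 3) for NF-YA DN, a log2 fold change of 4.56 (SE 0.14, edgeR adjusted p 1.48e-06). Under PBCAB nfya was at 198, 241 and 203 TPM, a log2 fold change of 0.05 (SE 0.13, edgeR adjusted p 0.804). The gene pbx4 rose in the PBCAB libraries alone, from 240 ± 41.5 TPM (SD, n = 3) in GFP to 1324 ± 201 TPM (SD, n = 3), with a log2 fold change of 2.45 (SE 0.15, edgeR adjusted p 4.24e-04). In the NF-YA DN libraries pbx4 had a mean of 216 TPM and a log2 fold change of -0.15 (SE 0.14, edgeR adjusted p 0.512). The NF-YA DN and PBCAB libraries therefore carried the signal that their label implied. The GFP libraries lacked both signals, which does not show that they held GFP mRNA. The counts do not separate the injected mRNA from the embryo's own transcript, and those of pbx4 were fractional in 8 of the 9 libraries, so that some of its reads were shared with other genes.

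**Figure D1:**
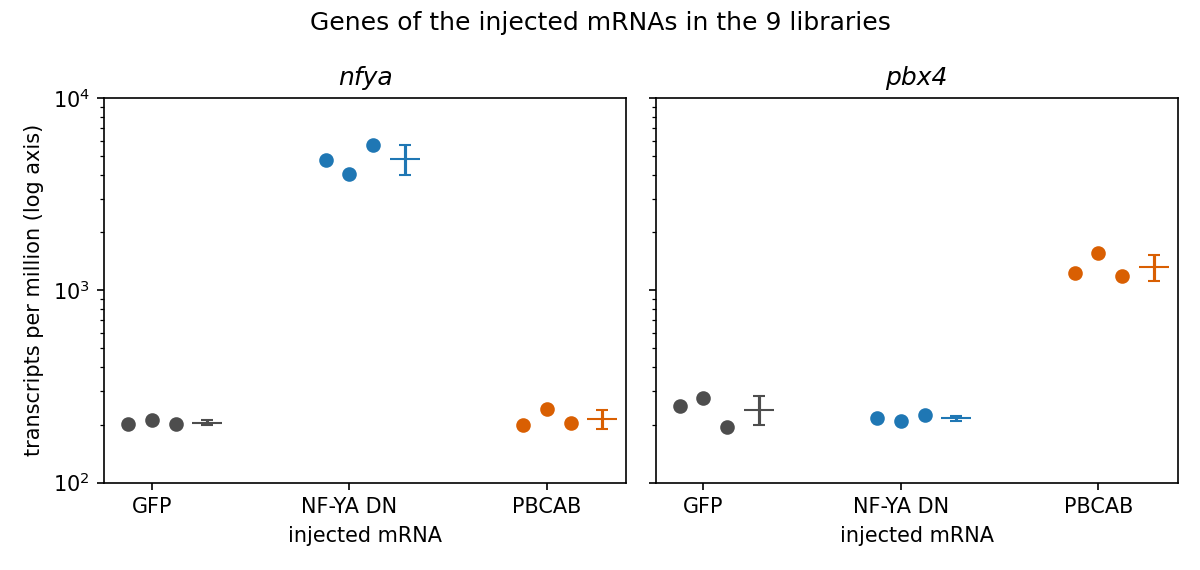
Expression of nfya (left) and pbx4 (right) in TPM on a log axis, by injected mRNA. Points are the 3 libraries of a group, and the bar beside them is the mean with 1 SD; nfya is at 4012 to 5728 TPM in the NF-YA DN libraries against 202 to 212 TPM in GFP, and pbx4 is at 1181 to 1554 TPM in the PBCAB libraries against 194 to 275 TPM in GFP.

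With all 9 libraries, more genes were called under NF-YA DN than under PBCAB, an order that 1 library reversed. Between NF-YA DN and GFP, edgeR called 1601 of 11835 genes at an adjusted p under 0.05, of which 906 were higher and 695 lower under NF-YA DN, and 466 of them changed at least 2-fold. Of the alternatives other than those that drop a library or raise the threshold, the one that moved this count most was a covariate for the largest component of variation within groups, with 3895 genes. Between PBCAB and GFP, 185 genes were called, 100 higher and 85 lower, and 107 of them changed at least 2-fold. This second count was the less stable: it was 1278 by the Wald test of DESeq2, 3411 by edgeR without PBCAB replicate 2, where NF-YA DN had 2366, and 10 without GFP replicate 1 or without PBCAB replicate 3. At an unadjusted p under 0.05 the counts in the comparisons with GFP were close, at 3434 genes for NF-YA DN and 3217 for PBCAB. The median size of a called change was 0.70 on the log2 scale for NF-YA DN and 1.16 for PBCAB. The NF-YA DN count depended less on any library and lay between 699, without GFP replicate 1, and 2366, without PBCAB replicate 2. No called gene changed sign when a library was left out, in either comparison.

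The authors' deposited tables, which hold the same libraries, gave more genes at their own adjusted p under 0.05. These counts cover every gene of each deposited table, 13086 and 13003, whereas edgeR tested 11835. The authors' deposited table for NF-YA DN listed 2795 such genes, 1492 higher and 1303 lower. It shared 1595 calls of the same sign with edgeR. The authors' deposited table for PBCAB listed 1264 genes, 658 higher and 606 lower, and shared 182 of the 185 edgeR calls. Across the 11835 genes, which are not independent replicates, the log2 fold changes of the authors' deposited tables correlated with those of edgeR at r = 0.950 for NF-YA DN and 0.919 for PBCAB.

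Among the genes higher under NF-YA DN, the 5 that the naming rule selected were hsp70l, c25h12orf75, hsp70.1, vcanb and zgc:64022. The heat-shock gene hsp70l went from 1.17 ± 0.391 TPM (SD, n = 3) in GFP to 180 ± 27.3 TPM (SD, n = 3), a log2 fold change of 7.26 (SE 0.50, edgeR adjusted p 8.90e-05). Its near copy hsp70.1 went from 6.14 ± 2.92 to 539 ± 96.6 TPM (SD, n = 3), a log2 fold change of 6.46 (SE 0.37, edgeR adjusted p 3.31e-05). Counts of both were fractional in all 9 libraries, so the division of reads between these copies is uncertain. The gene c25h12orf75 had 10 counts over the 3 GFP libraries and 1278 over the NF-YA DN libraries, a ratio of 131 (95% Clopper-Pearson interval 71.1 to 274). The gene vcanb rose from 0.297 to 25.3 TPM with a log2 fold change of 6.41 (SE 0.62, edgeR adjusted p 5.59e-04), and zgc:64022 rose from 0.277 to 17.9 TPM with a log2 fold change of 5.98 (SE 0.41, edgeR adjusted p 8.90e-05).

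The 5 largest decreases under NF-YA DN were smaller. The gene fam204a fell from 22.1 ± 3.26 to 2.41 ± 0.832 TPM (SD, n = 3), a log2 fold change of -3.19 (SE 0.26, edgeR adjusted p 2.42e-04), and tusc3 fell from 14.2 to 2.43 TPM, a log2 fold change of -2.54 (SE 0.23, edgeR adjusted p 4.36e-04). For galca the means were 15.1 TPM in GFP and 2.95 TPM under NF-YA DN, and the log2 fold change was -2.35 (SE 0.14, edgeR adjusted p 4.52e-05), with fractional counts in 7 libraries. The retinol carrier gene rbp4 had the largest fitted decrease, -3.22 on the log2 scale (SE 0.65, edgeR adjusted p 0.0143), but the GFP libraries themselves ranged from 26.6 to 102 TPM against 4.69 to 5.92 TPM under NF-YA DN, and 6 of the 9 fits that left out a library called it. The histone gene histh1l went from 223 ± 54.6 to 45.6 ± 7.26 TPM (SD, n = 3), a log2 fold change of -2.30 (SE 0.45, edgeR adjusted p 0.0133), and was called in 7 of those 9 fits.

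Under PBCAB the largest decrease belonged to dkk3a, which had 33.9, 33.5 and 23.3 TPM in the GFP libraries and 0.260, 0.110 and 0 TPM in the PBCAB libraries. Its summed counts were 827 in GFP and 3 under PBCAB, so that GFP was 255 times higher (95% Clopper-Pearson interval 87.0 to 1240; edgeR adjusted p 0.00118). Under NF-YA DN the log2 fold change of dkk3a was -0.72 (SE 0.34, edgeR unadjusted p 0.0634), which was not a call. The hindbrain transcription factor gene egr2b fell from 89.9 ± 5.64 to 13.7 ± 0.930 TPM (SD, n = 3), a log2 fold change of -2.73 (SE 0.27, edgeR adjusted p 0.00400). Both dkk3a and egr2b were called in all 9 fits that left out a library. The gene scg5 had 146 counts in GFP and 8 under PBCAB, a ratio of 16.9 (95% Clopper-Pearson interval 8.35 to 39.9; edgeR adjusted p 0.0151). The remaining decreases were csrp3, from 7.93 to 0.717 TPM (log2 fold change -3.46, SE 0.52, edgeR adjusted p 0.0209), and tmem151ba, from 8.28 to 1.48 TPM (log2 fold change -2.48, SE 0.49, edgeR adjusted p 0.0449). The latter was called in only 2 of the 9 fits that left out a library, and csrp3 and scg5 in 5 each.

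The increases under PBCAB included the same heat-shock genes at lower levels than under NF-YA DN. The gene hsp70l reached 42.2 ± 20.5 TPM (SD, n = 3; log2 fold change 5.18, SE 0.47, edgeR adjusted p 0.00289) and hsp70.1 reached 91.7 ± 28.0 TPM (SD, n = 3; log2 fold change 3.90, SE 0.33, edgeR adjusted p 0.00199). Tested directly, PBCAB lay below NF-YA DN by -2.08 on the log2 scale for hsp70l (edgeR adjusted p 0.00881) and by -2.56 for hsp70.1 (edgeR adjusted p 0.00176). The other genes of the rule were zgc:152968, from 0.470 to 23.8 TPM (log2 fold change 5.64, SE 1.04, edgeR adjusted p 0.0371), zgc:198329, from 1.17 to 9.66 TPM (log2 fold change 3.03, SE 0.44, edgeR adjusted p 0.0193), and si:dkeyp-114g9.1, from 0.680 to 5.07 TPM (log2 fold change 2.88, SE 0.43, edgeR adjusted p 0.0209). These 3 genes were called in 3, 4 and 4 of the 9 fits that left out a library.

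The overlap of the comparisons was larger than independent lists would give. Of the called genes, 28 were lower and 51 were higher under both dominant negatives, against 4.99 and 7.66 for independent lists of these sizes. Because the GFP libraries are shared, independent effects were also simulated, as drawn counts with a shared control group. The overlaps then had medians of 3 and 5 genes and maxima of 6 and 10 over 20 runs. Those runs called a median of 962 and 114 genes, fewer than the data. They also left out the largest component of variation within groups, so the maxima do not bound the overlap that this component could add. Only 3 genes were lower under NF-YA DN and higher under PBCAB, and 2 the reverse. Without PBCAB replicate 2 the overlaps rose to 244 lower and 305 higher genes, and without GFP replicate 1 they fell to 0 and 5. Across all 11835 genes the log2 fold changes correlated at r = 0.431 (jackknife SE 0.227 over libraries). Unchanged groups simulated against shared controls gave a median r of 0.506 with a range of 0.466 to 0.562 over 20 runs. With the component of variation within groups added at random, r ran from -0.193 to 0.863 over 60 runs, and with the libraries' own scores on it from 0.599 to 0.644 over 20. The simulated independent effects gave a median of 0.231 and a range of 0.198 to 0.274, within which the r of 0.27 without NF-YA DN replicate 3 lay.

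Among genes lower under both, the rule named eci1, sox21a and zgc:112970. The gene eci1 fell from 26.4 TPM in GFP to 12.5 TPM under NF-YA DN (log2 fold change -1.08, SE 0.23, edgeR adjusted p 0.0169) and 10.5 TPM under PBCAB (-1.34, SE 0.23, edgeR adjusted p 0.0330). The neural transcription factor gene sox21a fell from 67.7 to 32.6 TPM (log2 fold change -1.06, SE 0.23, edgeR adjusted p 0.0189) and 30.3 TPM (-1.18, SE 0.23, edgeR adjusted p 0.0449). For zgc:112970, whose counts were fractional in all 9 libraries, the values were 27.5, 14.5 and 9.91 TPM. Its log2 fold changes were -0.93 (SE 0.18) and -1.48 (SE 0.18), with edgeR adjusted p-values of 0.0125 and 0.0101. Of the 9 fits that left out a library, eci1 was called in 6 under NF-YA DN and 3 under PBCAB, sox21a in 6 and 2, and zgc:112970 in 8 and 6. Among genes higher under both, the rule named hsp70l, hsp70.1 and si:dkeyp-114g9.1; the last rose to 5.26 TPM under NF-YA DN (log2 fold change 2.94, SE 0.43, edgeR adjusted p 0.00393).

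**Figure D2:**
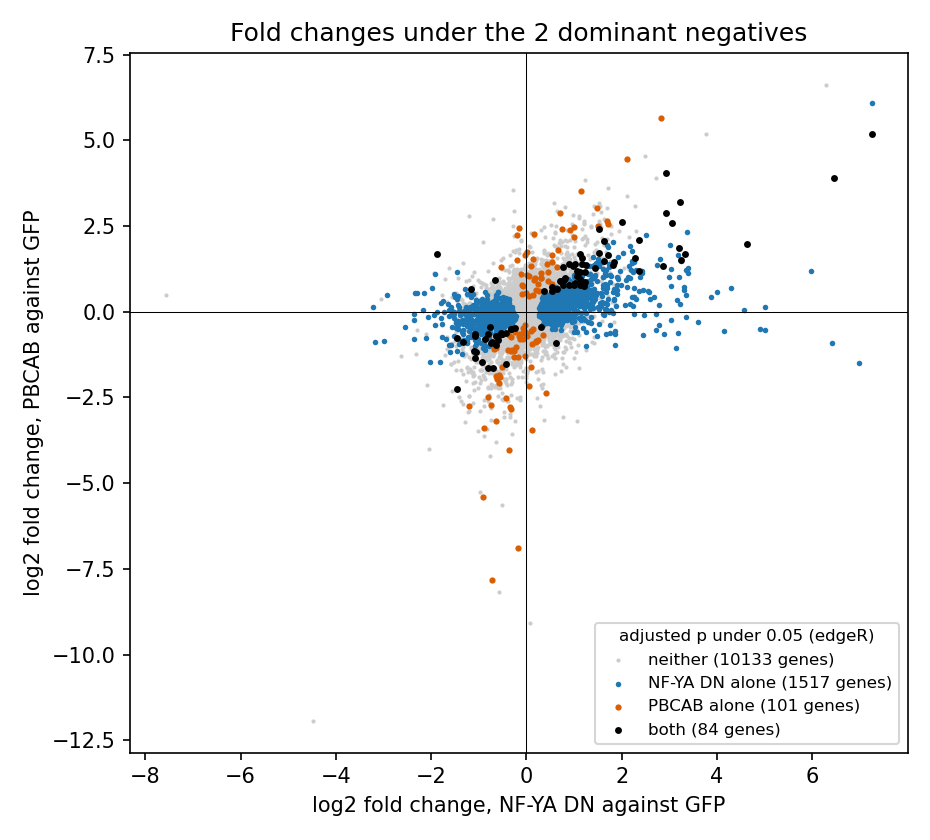
Log2 fold changes of the 11835 genes under PBCAB (vertical axis) against those under NF-YA DN (horizontal axis), each relative to GFP. Points are genes, coloured by whether edgeR called them at an adjusted p under 0.05 under neither dominant negative (10133 genes), NF-YA DN alone (1517), PBCAB alone (101) or both (84), and the genes called under both lie mostly at the lower left and upper right, 28 and 51 of them.

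The dominant negatives were also compared directly, which tests whether their effects differ. Between PBCAB and NF-YA DN, edgeR called 1962 genes, 937 higher and 1025 lower under PBCAB, and 550 changed at least 2-fold. This count was 493 without PBCAB replicate 3 and 4191 without PBCAB replicate 2. The genes nfya and pbx4 were among the calls. The gene dkk3a was lower under PBCAB than under NF-YA DN by a log2 fold change of -7.12 (SE 0.63, edgeR adjusted p 4.18e-04), and egr2b by -1.99 (SE 0.26, edgeR adjusted p 0.00273).

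The gene lists fixed beforehand gave a different picture for each list. Of 42 tested hox genes, 40 were lower under NF-YA DN, with a median log2 fold change of -0.45 (camera adjusted p 6.63e-07), and 35 were lower under PBCAB, with a median of -0.28 (camera adjusted p 9.59e-07). Over all genes tested, 6 hox genes were called under NF-YA DN and 1 under PBCAB; adjusted over the list alone, 8 were called in each comparison, and all were lower. With an inter-gene correlation estimated from the data in place of the preset one, neither hox result passed the threshold, at an adjusted p of 0.169 for both, while fry called both. Tested directly, the hox list as a set was not called (median 0.08, camera p 0.403), while 5 members were, 2 lower and 3 higher under PBCAB than under NF-YA DN. Its leading members under NF-YA DN were hoxb5b, at -0.71 (SE 0.12, edgeR adjusted p 0.00779), hoxd9a, at -0.99 (SE 0.22, edgeR adjusted p 0.0213), and hoxa4a, at -0.90 (SE 0.22, edgeR adjusted p 0.0273), called in 9, 4 and 3 of the 9 fits that left out a library. Under PBCAB they were hoxb2a, which fell from 15.5 ± 0.457 to 7.02 ± 1.23 TPM (SD, n = 3; log2 fold change -1.15, SE 0.15, edgeR adjusted p 0.0139; called in 6 of those 9 fits), and, just short of the threshold, hoxa2b (-1.35, SE 0.28, edgeR adjusted p 0.0513) and hoxa4a (-1.06, SE 0.22, edgeR adjusted p 0.0519).

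Cilia genes separated the dominant negatives. Of 62 tested genes of the cilia list, 56 were lower under NF-YA DN, with a median log2 fold change of -0.53 (camera adjusted p 1.40e-10). Over all genes tested 17 were called, and adjusted over the list alone 27 were called, all of them lower. This result passed the threshold under fry and under an estimated correlation. Under PBCAB the median was -0.13 (camera adjusted p 0.118), 40 genes were lower and 22 higher, and edgeR called 0 members, over all genes tested and adjusted over the list alone. A filter at a mean of 5 TPM moved that median to 0.0024, while without GFP replicate 1 (median -0.18, camera adjusted p 0.0462) or PBCAB replicate 1 (median -0.18, camera adjusted p 0.0377) it passed the threshold. Tested directly, the list was higher under PBCAB than under NF-YA DN, with a median of 0.47 (camera p 5.54e-07) and 22 called members, all higher. Under NF-YA DN the member with the smallest adjusted p was bbs7, which fell from 14.5 ± 0.999 to 8.05 ± 0.269 TPM (SD, n = 3; log2 fold change -0.85, SE 0.10, edgeR adjusted p 0.00154). The change of hydin was -2.14 (SE 0.26, edgeR adjusted p 0.00175), at a low level of 0.593 TPM in GFP and 0.133 TPM under NF-YA DN. Its summed counts were 254 and 56. The gene ccdc40 fell to 4.49 ± 0.682 TPM (SD, n = 3; edgeR adjusted p 0.00901). The members with the smallest adjusted p under PBCAB went both ways: ift57 was higher by 0.34 (SE 0.08, edgeR adjusted p 0.0649), ift81 higher by 0.44 (SE 0.11, edgeR adjusted p 0.0730) and ropn1l lower, at -1.46 (SE 0.47, edgeR adjusted p 0.110).

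Hindbrain genes fell under both dominant negatives as a list, with few members called. Of 24 tested genes, 20 were lower under NF-YA DN (median log2 fold change -0.32, camera adjusted p 0.00115) and 15 under PBCAB (median -0.16, camera adjusted p 3.12e-04). Over all genes tested 3 members were called in each comparison, all lower. Adjusted over the list alone, 3 were called under NF-YA DN, and 10 under PBCAB, of which 8 were lower and 2 higher. Fry called both results and an estimated correlation called neither. The genes mafba and cyp26b1 were lower under both: mafba by -0.69 (SE 0.19, edgeR adjusted p 0.0454) and -1.66 (SE 0.20, edgeR adjusted p 0.00819), and cyp26b1 by -0.81 (SE 0.19, edgeR adjusted p 0.0271) and -1.64 (SE 0.20, edgeR adjusted p 0.00848). Of the 9 fits that left out a library, 3 called mafba and 5 called cyp26b1 under NF-YA DN, and 6 called each under PBCAB. The direct comparison placed PBCAB below NF-YA DN for mafba (-0.96, edgeR adjusted p 0.0144) and cyp26b1 (-0.83, edgeR adjusted p 0.0260). As a set the list was not called in that comparison (camera p 0.912), its median of 0.19 and mean of -0.03 differed in sign, and of the 4 members called 3 were lower and 1 higher under PBCAB. The gene meis1b fell from 183 to 128 TPM under NF-YA DN (-0.52, SE 0.10, edgeR adjusted p 0.0122).

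Muscle genes served as a control for the stage reached. Of 21 tested genes, 17 were lower under NF-YA DN (median -0.43, camera adjusted p 0.0321) and 18 under PBCAB (median -0.82, camera adjusted p 2.78e-08). The NF-YA DN result did not hold up, since fry gave an adjusted p of 0.286 and the median was 0.02 without GFP replicate 3. The PBCAB result passed the threshold under fry but not under an estimated correlation, with an adjusted p of 0.169. Over all genes tested 2 members were called under NF-YA DN and 3 under PBCAB; adjusted over the list alone there were 2, and 12 of which 11 were lower. Tested directly, the list was lower under PBCAB than under NF-YA DN by camera (median -0.64, p 0.00811) but not by fry (p 0.163). The gene smyd1b fell from 50.4 TPM to 37.3 TPM under NF-YA DN (log2 fold change -0.43, SE 0.11, edgeR adjusted p 0.0310) and to 17.4 TPM under PBCAB (-1.54, SE 0.11, edgeR adjusted p 8.87e-04). Under both dominant negatives actc1a was lower as well, at -0.59 (SE 0.13, edgeR adjusted p 0.0177) and -0.82 (SE 0.13, edgeR adjusted p 0.0234), with fractional counts in all 9 libraries. Under NF-YA DN smyd1b was called in 2 and actc1a in 5 of the 9 fits that left out a library, and under PBCAB in 9 and 3. The gene unc45b was at -0.36 under NF-YA DN (SE 0.11, edgeR adjusted p 0.0665), and chrna1 at -3.19 under PBCAB (SE 0.59, edgeR adjusted p 0.0369); chrna1 was called in 2 of the 9 fits that left out a library.

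**Figure D3:**
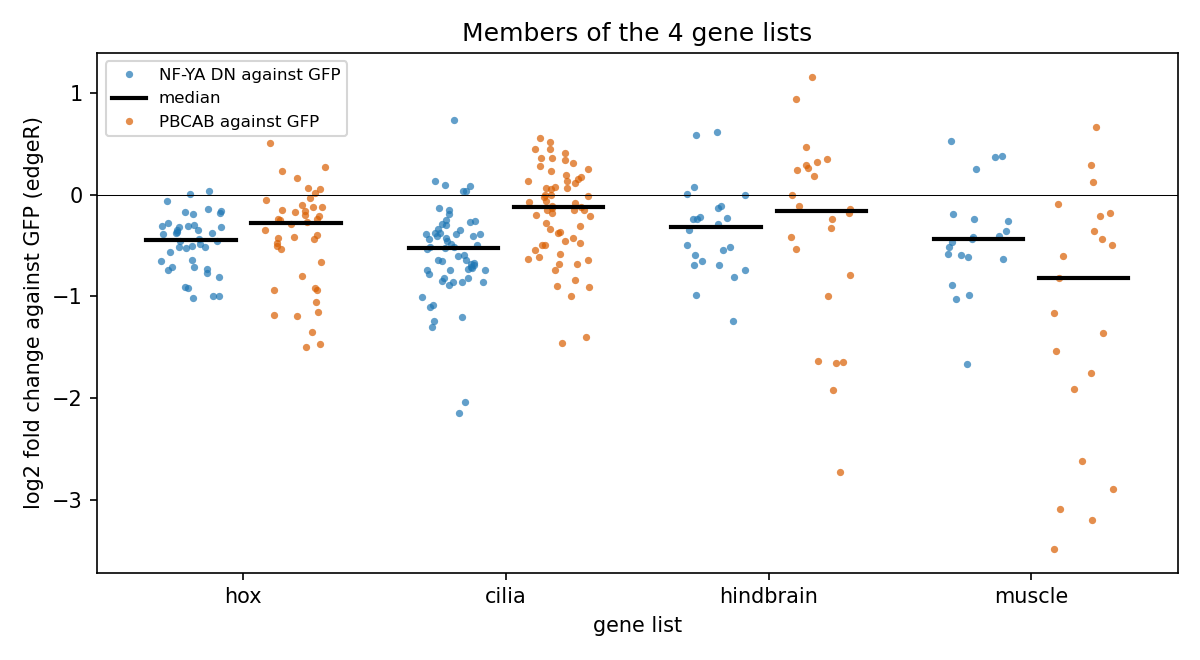
Log2 fold changes against GFP of the members of the hox, cilia, hindbrain and muscle lists under NF-YA DN (blue) and PBCAB (orange). Points are genes, spread sideways for legibility, and black bars are medians; cilia genes lie further below 0 under NF-YA DN (median -0.53) than under PBCAB (median -0.13, or 0.0024 with a filter at 5 TPM), and muscle genes lie lower under PBCAB (median -0.82).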

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

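The tests of the genes outside the shared tables by library size and by the library left out of the choice of genes were chosen only after the result was seen.

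Genes listed in a single count table lie outside the comparisons of the report, and a signal above the control libraries in such data is what singled them out. Of the 186 genes listed only in the NF-YA DN table, 18 were called by edgeR in a fit of that table's 13086 genes and 6 libraries, all of them higher under NF-YA DN. The direction is fixed by how the tables were made, because these genes are missing from the table that pairs the same GFP libraries with PBCAB, where the lowest sum of counts was 11, so that their GFP counts are low. The gene plaua had 0 counts in GFP and 107 under NF-YA DN, at least 36.6-fold against a floor of 3 counts over the group. The genes zgc:153409 and oxt, chosen after their values were seen, had 2 counts each in GFP and 182 and 158 under NF-YA DN, ratios of 93.5 (95% interval 25.5 to 778) and 81.1 (95% interval 22.1 to 676).

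The tables argue against shared reads and library size for these 18 genes. Only 1 of them had fractional counts, so reads shared with other genes do not explain the set. The scaled library totals of NF-YA DN were 0.974 times those of GFP, far from the smallest ratio of 4.96 and, where GFP had 0 counts, from the lowest bound of at least 4.11-fold, which leaves no room for library size. To test for 1 unusual library, genes of the 186 were chosen by GFP and 2 NF-YA DN libraries, and the third was compared with the mean of that pair. The median ratios were 0.540, 0.599 and 0.764 without replicates 1, 2 and 3 in the choice. The lowest had a bootstrap interval of 0.461 to 0.901, against 0.112 for GFP. It lay above the GFP level, but that level is low by the choice, which asked for 4-fold over GFP. Choosing genes that are high in 2 libraries also lowers the ratio of the third. The interval included the bound of 0.5 set before the test, so with so few counts a larger part of 1 library cannot be told apart from equal parts. The GFP and PBCAB embryos also received mRNA, and these genes are missing from the table of those 6 libraries. An effect of the NF-YA DN mRNA other than blocking NF-Y was not tested on these genes.

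Of the 103 genes listed only in the PBCAB table, 1 was called, m1ap, with 3 counts in GFP and 40 under PBCAB, a ratio of 14.4 (95% interval 4.59 to 72.8; edgeR adjusted p 0.0360). Its counts were fractional in 0 PBCAB libraries, which argues against shared reads. A single gene near the floor of the counts supports no further reading, and no biological explanation was tested.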

How the results depend on the processing

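The tests with limma on log2(TPM + 1), with the component within groups as a covariate, with an offset for transcript length and with DESeq2 on each deposited table alone were chosen only after the data were seen.

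Most results kept their direction and their side of the threshold. All 18 main results did so with DESeq2 size factors in place of TMM and with the length offset, and of the 50 values for named genes 48 and 50 did. Among these 50 values, which leave out nfya and pbx4, none reversed under an alternative that tested them, and the filter at 5 TPM tested 42. Under the Wald test of DESeq2 45 were the same and 5 became stronger, and limma on TPM left 46 the same and 4 weaker at each pseudocount.

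The counts of called genes moved most, and the cause was not tested unless stated. A filter at a mean of 5 TPM, which tests fewer genes, gave 120 genes between PBCAB and GFP and 32 higher under both, and it reversed the cilia median under PBCAB to 0.0024. Fits of only the 6 libraries compared gave 1888 genes for NF-YA DN against GFP, 113 for PBCAB against GFP, 1127 for PBCAB against NF-YA DN, 13 lower under both and 31 higher under both. The Wald test of DESeq2 gave 1278 genes for PBCAB against GFP, 133 lower and 211 higher under both, and DESeq2 on the deposited PBCAB table alone gave 937. Limma on TPM gave 16, 16 and 17 genes lower under both at pseudocounts of 0.1, 1 and 5. The component covariate gave 3895, 358 and 3291 genes in the 3 contrasts, 64 lower and 119 higher under both, and it moved the PBCAB medians to -0.073 for hox, -0.038 for cilia, -0.20 for hindbrain and -0.29 for muscle genes. By construction, stricter thresholds gave fewer: 466, 107 and 550 genes at 2-fold, and 457, 23 and 471 at an adjusted p under 0.01. At that stricter threshold the calls shared with the authors' deposited tables were 457 and 23.

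Values near 0 or near the threshold changed side. The change of nfya under PBCAB reversed to -0.038 after quantile normalization and to -0.0090 with the covariate, and was called in neither. The muscle list under NF-YA DN was no longer past the threshold with no filter (-0.43), after quantile normalization (-0.40), with the covariate (-0.21), under fry (-0.43) and with an estimated correlation (-0.43). An estimated correlation also took hox (-0.45 and -0.28), hindbrain (-0.32 and -0.16) and the muscle list under PBCAB (-0.82) out of the calls, which follows from its larger correlations of up to 0.610 between genes.

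Leaving out 1 library at a time moved the counts over wide ranges, also where the library was in neither group compared. The called genes ranged from 699 to 2366 for NF-YA DN, 10 to 3411 for PBCAB and 493 to 4191 for the direct contrast. Genes lower under both ranged from 0 to 244 and genes higher under both from 4 to 305, and the correlation from 0.27 to 0.53. For NF-YA DN and PBCAB in turn, list medians ranged from -0.51 to -0.29 and -0.48 to -0.25 (hox), -0.63 to -0.46 and -0.18 to -0.038 (cilia), -0.36 to -0.27 and -0.24 to -0.14 (hindbrain), and -0.67 to 0.023 and -1.56 to -0.63 (muscle). The change of nfya ranged from 4.402 to 4.68 and -0.015 to 0.068, and that of pbx4 from -0.30 to -0.06 and 2.29 to 2.53. The positive muscle median came without GFP replicate 3, and without NF-YA DN replicate 3 it was -0.18. The hindbrain list under PBCAB was not called without PBCAB replicate 2 (-0.24). Of the 450 values for named genes, 328 were the same, 8 stronger and 114 weaker.

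The labels number the replicates but do not pair them. With the number as a block the contrasts gave 736, 22 and 857 genes, with 2 lower and 7 higher under both, and 34 of the 50 values for named genes kept their side of the threshold. Deviations of samples sharing a number correlated at -0.30, -0.23 and -0.48 for NF-YA DN with GFP, at 0.35, -0.39 and -0.24 for PBCAB with GFP, and at -0.35, 0.35 and 0.19 for PBCAB with NF-YA DN.

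The planned test of recovered reads, limma without a trend and TMM scaling of TPM were not run, because expected counts were held and were tested directly. The filter removed 1065 genes for low counts. In simulated data 57.0% and 58.5% of 2-fold changes were recovered, and the part of depth in this was not tested.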

Other observations

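The tests of the component within groups (by stage, hypoxia, library size, transcript length, the mean of the PBCAB pools and as the whole cause), of the DESeq2 calls at the libraries' own scores, of the PBCAB calls in thinned libraries and of the gastrula, hypoxia and heat-shock lists were chosen only after results were seen.

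Other splits of the 6 libraries of each comparison into groups of 3 were fitted. In each of the 3 comparisons the real split was 1 of 10 that called as many genes, that is, the only one. The other splits called 0 genes for NF-YA DN against GFP, 0 for PBCAB against GFP, and 0 to 167 for PBCAB against NF-YA DN. With 10 splits the smallest p a split count can give is 0.1, so chance and effect cannot be told apart by this test alone.

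The embryos could have differed in stage. The muscle median of -0.82 under PBCAB is what younger embryos would give, but also what a direct effect on muscle genes would give. Under NF-YA DN the muscle median of -0.43 was lost under fry, so an earlier stage cannot be told apart from no difference there. Gastrula-stage genes had medians of 0.36 under NF-YA DN (camera p 0.243) and 0.88 under PBCAB (camera p 1.99e-07, fry p 0.0545), and with fry and camera on different sides the stage cannot be told apart from other causes by this list.

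The spread within groups had 1 large component, with 54.9% of the within-group variance against 14.3% for the next. Its scores were 3.23, 4.15 and 46.4 in GFP, 23.4, 16.5 and -22.9 in NF-YA DN, and -57.1, 18.6 and -32.3 in PBCAB. Pools of embryos at different stages are a candidate explanation: the median loading of the muscle list was at percentile 100 of random lists, and 20 of its 21 genes were positive, while the gastrula list was at percentile 0. The hox, cilia, hindbrain, cell-cycle, chaperone and heat-shock lists were at percentiles 99.9, 16.1, 1.57, 48.6, 100 and 100. The random lists matched abundance alone, so a list whose genes vary together reaches an extreme percentile more readily. The chaperone list had 21 of its 22 genes positive. The percentiles therefore do not single out stage. The hypoxia list was at percentile 4.45, within the range of random lists on a 2-sided view, and its medians against GFP were 0.10 (camera p 0.580) and 0.18 (camera p 0.633), so a low-oxygen response cannot be told apart from none. Library size correlated with the score at r = 0.705 over 9 libraries (permutation p 0.0275, adjusted 0.0551) and at 0.416 without the 2 farthest libraries, too few to decide. A transcript length bias is argued against, because 99.7% of the component's variance stayed after a length correction.

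The PBCAB changes follow this component, with r = -0.637 across genes between its loadings and the log2 fold changes, against -0.211 for NF-YA DN. The mean scores were 17.9 ± 24.7 in GFP, 5.65 ± 24.98 in NF-YA DN and -23.6 ± 38.6 in PBCAB (SD, n = 3). Whether the PBCAB pools were younger on average cannot be told apart from chance, since 3 of 10 splits gave as large a difference (exact p 0.3). The component as the whole cause of the PBCAB calls is argued against by the size of the changes. With its score as a covariate, the 185 genes kept their sign and a median of 0.873 times their log2 fold change. Of these genes 90.8% stayed past the threshold, but that share decides nothing alone. The score was taken from the spread of these same data, so the covariate lowers that spread by construction, and the PBCAB calls rose to 358. With the covariate the PBCAB medians went from -0.28 to -0.073 for hox genes, from -0.82 to -0.29 for muscle genes, from -0.13 to -0.038 for cilia genes and from -0.16 to -0.20 for hindbrain genes. All but the cilia list, which was not called in either fit, stayed past the threshold by camera.

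Other technical causes of the called genes were tested. Without PBCAB replicate 1, the library of lowest depth, 40 genes were called between PBCAB and GFP, all of them among the 185. This alone does not decide, because a library was lost as well. The lower depth is argued against as the cause of most PBCAB calls by thinning all libraries to its total, after which 86.5% to 95.7% of the 185 genes stayed past the threshold over 10 runs. After an offset for transcript length 93.9% of the NF-YA DN calls and 90.8% of the PBCAB calls stayed, which argues against a length bias as the cause of most of them. Fold changes did follow length under PBCAB, with a Spearman rho of 0.227 over 6496 well-expressed genes, against -0.050 under NF-YA DN. A part of length in the PBCAB fold changes is therefore not excluded.

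DESeq2 called 1278 genes between PBCAB and GFP, where edgeR called 185. In unchanged groups simulated with the component at random, DESeq2 called at least 100 genes in 4 of 60 runs, with a maximum of 1988, and edgeR in 1 of 60, with 1549. With the libraries' own scores and no other effect DESeq2 called a median of 1 gene and a maximum of 9. Simulated settings bound the false calls without excluding them, so false and true calls among the additional genes cannot be told apart.

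Classical NF-Y targets were examined as lists. Mitotic cell-cycle genes had a median of -0.075 under NF-YA DN (camera p 4.01e-04, with an estimated correlation 0.124, fry p 0.00317), with 16 of 25 lower, 7 called lower and 1 higher, and 0.11 under PBCAB (camera p 0.239). Tested directly, 21 of the 25 were higher under PBCAB than under NF-YA DN (median 0.18, camera p 1.47e-05, fry p 6.66e-04, with an estimated correlation 0.0688), and 7 were called, all higher. Endoplasmic reticulum chaperone genes had a median of -0.014 under NF-YA DN (camera p 0.239), with 5 called lower and 2 higher, and -0.24 under PBCAB (camera p 0.00927, fry p 0.257), with 18 of 22 lower and 0 called. The cell-cycle genes were thus lower under NF-YA DN by camera and by fry and not with an estimated correlation. With medians near 0 under NF-YA DN and members going both ways, a general loss of either set under NF-YA DN cannot be told apart from a change of some members.

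For hox genes under PBCAB, the means were -0.59 for the 14 genes of paralog groups 1 to 4 and -0.35 for the 28 of groups 5 to 13 (permutation p 0.147). An effect on groups 1 to 4 alone cannot be told apart from one on all, because groups 5 to 13 were lower by camera (p 0.00163) and not by fry (p 0.0967). Under NF-YA DN the means were -0.42 and -0.50 (permutation p 0.376).

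The hsp70 genes were higher under both dominant negatives. The 18 other heat-shock genes had a median of 0.45 under NF-YA DN (camera p 1.65e-06, fry p 0.00169) and 0.21 under PBCAB (camera p 0.0367, fry p 0.0928). Called higher were 7 under NF-YA DN and 1 under PBCAB, hsp90aa1.2 (1.68, SE 0.31, edgeR adjusted p 0.0384), named after its values were seen. A general heat-shock response under both cannot be told apart from one under NF-YA DN alone, since the tests disagree for PBCAB.

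The gene nfyal, a relative of nfya chosen after its values were seen, rose from 13.1 ± 0.925 TPM in GFP to 83.8 ± 5.26 TPM under NF-YA DN (SD, n = 3; log2 fold change 2.67, SE 0.11, edgeR adjusted p 6.66e-06). Its expected counts were fractional in 0 NF-YA DN libraries, which argues against reads divided between the copies. Reads of the injected mRNA placed wholly on nfyal were not tested.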
